A study of Homo sapiens with 14 samples. Its data were reported in "A Network of microRNAs Acts to Promote Cell Cycle Exit and Differentiation of Human Pancreatic Endocrine Cells" (2019).

How the data were processed

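RNA sequencing libraries of 14 samples were re-analysed. All came from H1, an established human embryonic stem cell line, differentiated toward the pancreatic lineage and, per the labels, transduced with lentivirus at day 8 of differentiation. At day 14 there were 4 libraries of cells with an empty vector (EV) and 4 of cells with the poly-miR construct, a vector that expresses let-7a, let-7g, miR-200a and miR-375 together. At day 10 there were 3 EV libraries and 3 libraries of cells with a vector for miR-127. Per the study, cells carrying the mCherry marker of the vectors were sorted before sequencing. Groups and replicate numbers were taken from the sample titles.

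The authors aligned single-end reads to the human transcriptome of build GRCh37 with STAR, kept reads with a unique genomic location and estimated gene levels as FPKM (fragments scaled to transcript length and to mapped reads) with Cufflinks. The deposited values are log2(FPKM + 1), with 1 table for day 14 and another for day 10. The authors removed batch effects from the day 14 values with ComBat, a batch adjustment tool, before depositing them. The batches they gave to it are not given in the sources used here. The column names place the day 14 libraries in 3 sequencing lanes. Lanes 4 and 5 each held 1 EV and 1 poly-miR library, and lane 3 held the other 4. The lane means of a gene differed by a median of 0.02 on the log2 scale, so the lanes had been equalised gene by gene. Leaving out a day 14 library afterwards does not undo its effect on the others of its lane, and unbalances that lane. ComBat also left between 0.664% and 5.01% of the values of a day 14 library below 0. The day 10 values were 0 or above, and no gene was at 0 in all 6 libraries. The tables held 19877 genes at day 14 and 19233 at day 10. Since the tables were made separately, tests were run only within a table, and 0 columns of sample values were left unused.

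The deposited log2 values were used as they were. Total counts per library are unknown, and no counting interval is given. At day 10 the steps between low values gave each library's depth relative to EV replicate 1. These relative depths lay between 0.728 and 1.01 and rested on 218 to 259 genes per library at the commonest ratio, of 948 to 1043 genes below 0.1 FPKM that were compared. At day 14 ComBat had removed such steps. No pair of libraries shared identical values in more than 0.976% of tested genes at day 14 or 0.645% at day 10, so each library was counted once. Spearman's rho between a pair of libraries, across genes, was between 0.944 and 0.986 at day 14 and between 0.866 and 0.976 at day 10. Genes are not independent replicates.

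Genes with a mean above 1 FPKM over the libraries of a comparison were tested, 13321 at day 14 and 13020 at day 10. Each was fitted with limma 3.58.1 in R 4.3.3 (moderated statistics with a mean-variance trend), two-sided, without covariates, and adjusted by the Benjamini-Hochberg method over the tested genes. The threshold was an adjusted p of 0.05. A permutation test modelled on that of the study was also run. The study compared fold changes with a null distribution from shuffled samples, and does not state whether this was pooled over genes. As run here, the test pools the log2 differences of all tested genes over relabellings of the libraries. It calls a gene at an unadjusted one-sided p under 0.05. All 70 relabellings at day 14 and all 20 at day 10 were used in place of 1000 random shuffles. Differences are poly-miR or miR-127 minus EV on the log2(FPKM + 1) scale, which understates changes of weakly expressed genes.

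Gene lists were tested with camera in limma (two-sided, preset inter-gene correlation 0.01, adjusted over the lists of a comparison). Beside it stands the difference in the list mean per library with an exact permutation test of the library labels. The lists were S phase (43 genes) and G2/M phase (54), both a widely used set of cycling markers, endocrine hormone and secretion (28), endocrine transcription factor (15), pancreatic progenitor (16), study-named transcription factor (18, named by the study as putative targets in other libraries, harvested 2 days after transduction) and, at day 14, let-7 target (25). Lists of genes typical of cerebellum (25), retina and its pigment epithelium (30), intestine (22) and erythroid cells (15) served to look for RNA from other tissues, since such genes stood among those the study listed as raised. Of these, 14, 14, 9 and 0 members had been seen in the tables of the study before the lists were written. Which members these were was recorded only after the data were seen. No gene belonged both to one of these and to another list.

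To look for direct repression, genes with an 8-base site of an expressed miRNA in the 3′ UTR were compared with genes without even a 6-base site, through the difference of their median log2 changes and an exact permutation test of the library labels. Sites were counted in GENCODE transcripts of GRCh37, which matched 16766 (84.3%) of the gene names at day 14 and 16295 (84.7%) at day 10. Of the tested genes, 11346 (85.2%) and 11082 (85.1%) had a 3′ UTR. As controls, 100 permuted seeds were run. Coordinates are from the same annotation, 1-based. Gene names with several loci are given without a position.

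Named genes were chosen by a fixed rule. It took the genes named in the text of the study, the 5 largest rises and 5 largest falls among genes past the threshold whose groups did not overlap, the 3 members with the largest change in each list, and commonly cited targets of the miRNAs (HMGA2, LIN28B, ZEB1, ZEB2 and ELAVL4 at day 14, BCL6 and RTL1 at day 10). This rule, the tests, the lists and the first set of alternatives named next were set before the data were examined. A few genes chosen by it are not reported here singly, and they were not replaced.

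Alternatives were pseudocounts of 0.1 and 5, no filter or a filter at 5 FPKM, quantile normalization, centring each library to a common median, the replicate number as a block, each library left out in turn, limma without trend, library quality weights, a stricter p of 0.01 or 1000 shuffles in the pooled test, fry (a rotation test) or an estimated correlation in the list tests, and 7-base sites or means in the site test. Alternatives added after the data were seen were the lane as a block, fry with a lane or replicate block, the lane block with poly-miR replicate 3 left out, and leaving out genes with an exonic length under 200 nt.

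The code was tested on simulated data, in which each gene varied independently of the others. Of 200 genes changed by a log2 value of 1 or 2, limma called 88% and 98% among 13321 genes built on the day 14 values, and 49% and 85% among 13020 genes built on the day 10 values. With no change simulated, 5.22% of genes at day 14 and 5.38% at day 10 had an unadjusted limma p under 0.05. When the simulated day 14 lanes were centred on each other as in the deposited table, that share was 11.6% without the lane block and 5.19% with it, and the groups did not overlap in 7.50% of genes, against 2.97% before centring. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.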

Results

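Expression was measured by RNA-seq in 14 libraries of H1-derived cells. The day 14 comparison held 4 EV and 4 poly-miR libraries, harvested 6 days after transduction. The day 10 comparison held 3 EV and 3 miR-127 libraries, harvested 2 days after transduction. Read totals are unknown. The sum of FPKM over genes does not stand for them, since FPKM is already scaled to mapped reads. At day 14 this sum, after ComBat, was between 520945 and 561625 in the EV libraries and between 481028 and 520377 in the poly-miR libraries. Every poly-miR library was below the lowest EV value, though only just for the highest. At day 10 the sum was between 334569 and 433881 in EV and between 395069 and 445626 in miR-127 libraries. The highest sum was in miR-127 replicate 1, which had the lowest relative depth (0.728). Between 12943 and 13579 genes per library at day 14, and between 12536 and 12964 at day 10, were above 1 FPKM.

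The day 14 comparison asked how joint expression of let-7a, let-7g, miR-200a and miR-375 changed the transcriptome at the early endocrine stage. Of 13321 tested genes, 194 passed an adjusted limma p of 0.05, 16 higher and 178 lower in poly-miR libraries (n = 4 per group), and the smallest adjusted p in limma was 0.0396. At an unadjusted limma p under 0.05 there were 2757 genes (20.7%). The groups did not overlap in 2047 genes (15.4%), and all 194 called genes were among them. Chance gives 2.86% if lanes are ignored, and 7.50% in simulated libraries with lanes centred and no change. Simulated genes varied independently of each other, so how far this share spreads by chance in real genes is not known. The count of called genes did not hold within sequencing lanes. With the lane as a block, 0 genes passed in limma, 1462 genes (11.0%) were at an unadjusted p under 0.05, all 194 called genes among them, and the smallest adjusted p was 0.382. The alternative that moved the count most was library quality weighting, with 2318 genes and weights between 0.270 and 5.99. Leaving out any 1 library left 0 genes, except EV replicate 4, without which 3 genes passed. Library scaling also changed it. The median log2 difference of all tested genes was -0.07, and after centring each library to a common median 4 genes passed (1 higher, 3 lower), or 5 after quantile normalization (2 higher, 3 lower). All 194 genes kept their sign under both scalings.

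By the pooled permutation test, 1816 genes (13.6%) were lower and 653 (4.90%) higher in poly-miR libraries at day 14. The limits of this test lay at log2 differences of -0.23 and 0.23, and 7.29% of its calls also passed the adjusted limma p. The split between higher and lower calls moved with scaling. Of the calls, 26.4% were higher on the deposited values, 51.7% (1261 higher, 1180 lower) after centring and 49.3% (1179 higher, 1211 lower) after quantile normalization. Relabelling only within lanes gave 1141 lower and 526 higher genes. A single library carried many of the higher calls. Poly-miR replicate 3 was the highest library for 437 of the 653 genes (66.9%), against 17.5% of all tested genes, and without it 389 genes were higher, 325 of them among the 653.

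Among the genes other than transcription factors that the study named in its text for this comparison or as lowered by the poly-miR construct, 2 passed the adjusted limma p at day 14. *CDK4* (chromosome 12, 58141510 to 58149796, GRCh37) was at 7.66 ± 0.03 in EV and 7.38 ± 0.03 in poly-miR libraries (SD, n = 4), a log2 difference of -0.28 ± 0.04 (SE, limma adjusted p = 0.0461). *MCM7* (chromosome 7, 99689856 to 99699563) fell by 0.32 ± 0.06 (SE), from 7.15 ± 0.07 to 6.83 ± 0.10 (SD, n = 4, limma adjusted p = 0.0489). Both were lower in 4 of 4 poly-miR libraries than in any EV library. Neither passed with the lane block or without any 1 library, where adjusted limma p was 0.382 with the block. *CCND1* differed by -0.31, *PCNA* by -0.28, *CDC45* by -0.30 and *CKS1B* by -0.12, with adjusted limma p values between 0.0997 and 0.275. *CCND3* differed by -0.05, less than the SD in either group, and its sign turned under both scalings. Of the genes named for insulin secretion and ion transport, *GLP1R* was higher by 0.25 ± 0.07 (SE) in 4 of 4 poly-miR libraries, with an adjusted limma p of 0.0951 and an exact permutation p of 0.0286, the smallest the design allows. *CACNA1A* differed by 0.46, *SLC2A1* by 0.71 and *SYT1* by 0.43, and none passed (adjusted limma p between 0.216 and 0.608). In all 3 the highest library was poly-miR replicate 3. Without it the log2 difference was 0.28 for *CACNA1A*, 0.24 for *SLC2A1* and -0.04 for *SYT1*. These values keep the lane correction that was made with poly-miR replicate 3 included.

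*INS* (chromosome 11, 2181009 to 2182451) was lower in every poly-miR library, at 12.17 ± 0.34 against 12.59 ± 0.08 in EV (SD, n = 4), with an exact permutation p of 0.0286 and an adjusted limma p of 0.162. *NEUROG3* differed by -0.77 ± 0.31 (SE) and *NKX6-1* by -0.64 ± 0.28 (SE), and neither passed (limma adjusted p = 0.204 and 0.243). Poly-miR replicate 3 was the lowest library for *INS*, *NEUROG3* and *NKX6-1*, and without it they differed by -0.26, -0.43 and -0.35. *NEUROD1* differed by 0.12 ± 0.18 (SE, limma adjusted p = 0.740) and by -0.03 without poly-miR replicate 3.

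By the pooled permutation test, one-sided and unadjusted, *CCND1*, *CDK4*, *PCNA*, *CDC45* and *MCM7* were called lower (p between 0.0217 and 0.0310), as were *INS*, *NEUROG3* and *NKX6-1* (permutation p between 0.00610 and 0.0125). *GLP1R*, *SYT1*, *CACNA1A* and *SLC2A1* were called higher (permutation p between 0.00662 and 0.0375), and *CCND3*, *CKS1B* and *NEUROD1* were not called. The study named *CCND3*, *CKS1B*, *CDC45* and *MCM7* as lowered in other libraries, harvested 2 days after transduction. It named *NEUROD1* as induced by the construct without stating the time. With 1 library left out, 3 of the 12 genes called here fell within the limits of the test. These were *PCNA* without EV replicate 2 (-0.19) or poly-miR replicate 2 (-0.17), *SYT1* without poly-miR replicate 3 (-0.04) and *GLP1R* without EV replicate 1 or 3 (0.23 each) or poly-miR replicate 1 or 4 (0.24 each).

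**Figure D1:**
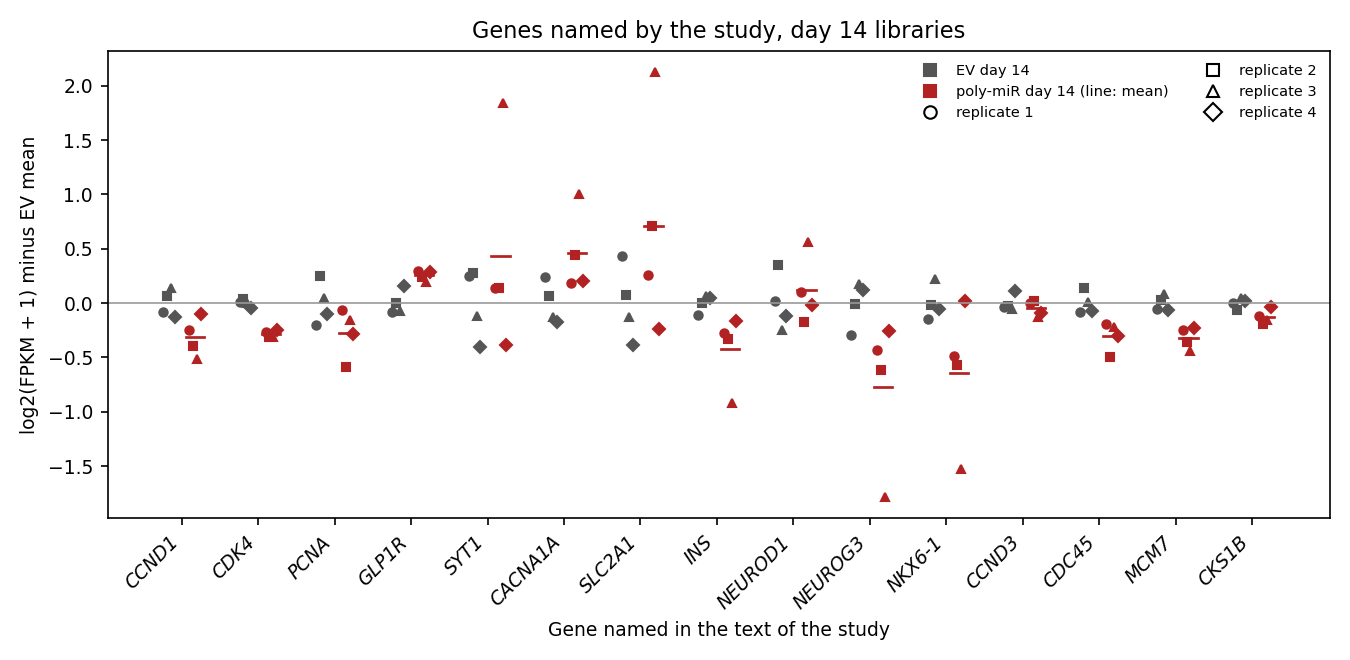
Log2(FPKM + 1) minus the EV mean of each gene for the genes named in the text of the study, with 4 EV and 4 poly-miR libraries at day 14 as points and the poly-miR mean as a line. *CDK4* and *MCM7*, with differences of -0.28 and -0.32, separate the groups, while poly-miR replicate 3 lies farthest from 0 for *SYT1*, *SLC2A1*, *INS*, *NEUROG3* and *NKX6-1*.

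The 5 largest rises among called genes at day 14 were in *MUC13* (1.04), *PRR4* (0.80), *MEP1A* (0.74), *SGK1* (0.68) and *APOB* (0.57). *MUC13* (chromosome 3, 124624289 to 124672663) rose from 0.74 ± 0.25 to 1.79 ± 0.21 (SD, n = 4, limma adjusted p = 0.0461). Of the 5 largest falls, 4 were in genes of 134 nt or less, *MIR25* (-6.24), *MIR659* (-4.43), *MIR3936* (-3.92) and *SNORA5A* (-2.44), for which FPKM is unstable. The median residual SD was 1.34 for tested genes under 200 nt and 0.131 for longer ones. *MIR25* lies within the locus of *MCM7*, so reads could be shared. The fifth was *ABHD14A-ACY1* (-1.87), a readthrough of overlapping genes, which makes its estimate uncertain. Adjusted limma p of these genes was between 0.0461 and 0.0496, and all 10 were at an adjusted limma p of 0.382 with the lane block.

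The cell cycle lists were lower in poly-miR libraries at day 14 by camera, and less so by tests that treat the library as the unit. The S phase list mean was 3.88 ± 0.11 in EV and 3.71 ± 0.13 in poly-miR libraries (SD, n = 4), a difference of -0.17 with 41 of 43 genes lower (camera in limma, adjusted p = 0.00105, exact permutation p = 0.0857). The G2/M phase list mean went from 4.29 ± 0.12 to 4.10 ± 0.15, a difference of -0.19 with 51 of 54 genes lower (camera in limma, adjusted p = 0.00105, exact permutation p = 0.0571). Both groups overlapped. Poly-miR replicate 1, at 3.81 for S phase, was above EV replicates 1 and 4, at 3.77 and 3.80. Relabelling within lanes gave an exact permutation p of 0.167 for each list. Part of each difference was shared with all genes, whose median differed by -0.07. After centring the libraries the differences were -0.10 for S phase and -0.12 for G2/M phase, and after quantile normalization -0.095 and -0.11, with camera calls kept. Poly-miR replicate 2 was the lowest library of both lists, and without it the differences were -0.10 and -0.12. Adjusted over the list alone, 11 S phase and 8 G2/M phase genes passed in limma, against 1 (*MCM2*) and 0 adjusted over all genes. *MCM2* fell by 0.38 ± 0.05 (SE, limma adjusted p = 0.0461), *PRIM1* by 0.36 and *CDCA7* by 0.32. *FAM64A* fell by 0.39, *PSRC1* by 0.38 and *HMMR* by 0.37. With the inter-gene correlation estimated from the data, at 0.551 and 0.460, none of these 7 lists was called at day 14 (adjusted limma p of 0.739 or more).

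The study-named transcription factor list holds only part of the factors that the study counted as putative direct targets. It was the only 1 of the 7 lists called by fry as well as by camera. Its mean was 3.16 ± 0.05 in EV and 3.01 ± 0.05 in poly-miR libraries (SD, n = 4), a difference of -0.15 that held in every poly-miR library (camera in limma, adjusted p = 0.0341, fry in limma, adjusted p = 0.0215, exact permutation p = 0.0286, within lanes 0.0833). After centring the difference was -0.085 and after quantile normalization -0.092, still called by camera. With the lane block fry gave an adjusted limma p of 0.124. Without EV replicate 1 or poly-miR replicate 1 the camera call was lost (limma adjusted p = 0.0861 and 0.0877). *THRA* differed by 0.30, and by -0.02 without poly-miR replicate 3. Of 18 genes, 3 passed when adjusted over the list alone and 2 over all genes. The let-7 target list differed by -0.15 with 21 of 24 genes lower (camera in limma, adjusted p = 0.0479, fry in limma, adjusted p = 0.118, exact permutation p = 0.0571), and 0 genes passed over the list alone. The difference was -0.087 after centring and -0.078 after quantile normalization, still called by camera. It was not called without EV replicate 2 or 4 or poly-miR replicate 1, 2 or 3 (adjusted limma p between 0.0549 and 0.186). *PRTG* fell by 0.48, *HMGA2* by 0.40 and *STARD13* by 0.30. *LIN28B* differed by -0.19, or -0.090 without poly-miR replicate 2, and *ELAVL4* by 0.34, or 0.023 without poly-miR replicate 3. *ZEB1* and *ZEB2* were below the filter, with log2 differences of 0.24 and 0.33 that were smaller than the SD among poly-miR libraries and fell to 0.061 and 0.030 without poly-miR replicate 3. None of these 7 passed (adjusted limma p of 0.116 or more in the 5 tested).

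The pancreatic progenitor list differed by -0.26 (camera in limma, adjusted p = 0.110, exact permutation p = 0.0857) with 14 of 16 genes lower, and by -0.16 without poly-miR replicate 3. It was called without poly-miR replicate 4, at -0.35 (camera in limma, adjusted p = 0.0261). *PTF1A* differed by -0.63. The endocrine transcription factor list differed by -0.18 (camera in limma, adjusted p = 0.983, exact permutation p = 0.114), and *PAX4* by -0.63 and *INSM1* by -0.39, or -0.32 and -0.17 without poly-miR replicate 3. The endocrine hormone and secretion list differed by -0.10 in its mean and -0.09 in its median (exact permutation p = 0.143), while camera gave the opposite direction, upward relative to the other genes (limma adjusted p = 0.983). *SCG2* differed by -0.46, or -0.25 without poly-miR replicate 3, and *GCG* by -0.38. Adjusted over the list alone, 1 progenitor gene and 0 genes of either endocrine list passed in limma, against 0 over all genes.

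**Figure D2:**
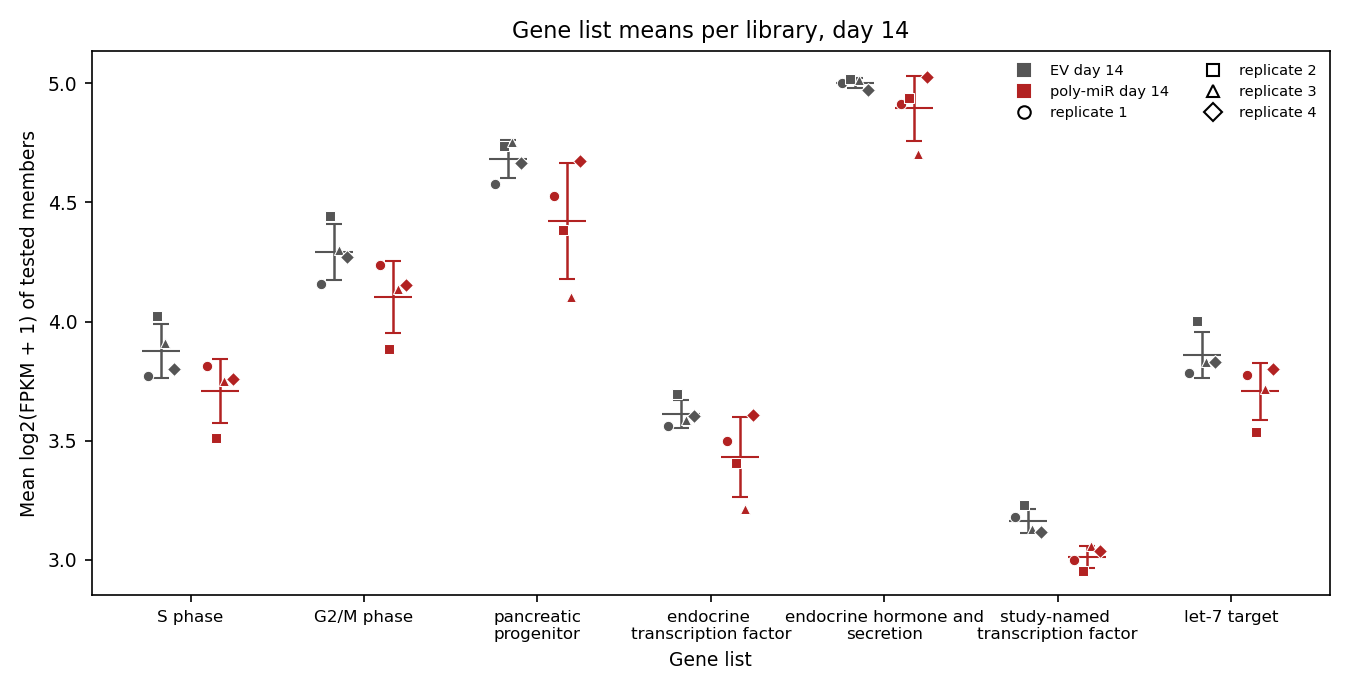
Mean log2(FPKM + 1) of the tested genes of 7 lists in each library at day 14, with points for libraries, horizontal lines for group means and bars for SD (n = 4). The groups separate only in the study-named transcription factor list, and poly-miR replicate 3 is the lowest library in the progenitor and both endocrine lists.

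Genes with an 8-base site for any of the poly-miR miRNAs were not lower than genes without a site. The median log2 difference was -0.05 for 1139 genes with a site and -0.10 for 4539 genes without, a difference of 0.05 (exact permutation p = 0.400). It was 0.011 without poly-miR replicate 3, 0.079 without poly-miR replicate 2, 0.069 without EV replicate 2 and 0.030 without EV replicate 3. Permuted seeds gave a median of 0.05. Genes with a site had longer 3′ UTRs, with a median of 3294 nt against 501 nt. For let-7 sites alone the difference was 0.00 (0.0044, 494 genes, exact permutation p = 0.886). It lay below all 100 permuted seeds, whose lowest value was 0.0077. The miR-200a value was 0.05 (exact permutation p = 0.371) and the miR-375 value 0.03 (exact permutation p = 0.600).

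The day 10 comparison asked which genes miR-127 changed early after transduction. Of 13020 tested genes, 4 passed an adjusted limma p of 0.05 (n = 3 per group), all lower, and 64 genes (0.492%) were at an unadjusted limma p under 0.05. They were *SNORD104*, *MIR4701*, *SNORA40* and *SNORA75*, with an exonic length of 86 nt or less. Each was listed at 0 in 3 of 3 miR-127 libraries. *SNORD104* (chromosome 17, 62223443 to 62223512) was at 8.35, 8.52 and 8.35 in the EV libraries (limma adjusted p = 1.13e-06). *MIR4701* was at 8.90, 8.07 and 7.90 (limma adjusted p = 2.49e-04). *SNORA75* was between 3.05 and 3.20 (limma adjusted p = 6.59e-04) and *SNORA40* between 3.69 and 5.03 (limma adjusted p = 0.0244), and both names have several loci. Such genes often went from 0 to high values within a group. Of 179 tested genes under 200 nt, 116 (64.8%) were at 0 in 1 library and above 10 FPKM in another of the same group, as was 1 of 11280 longer genes. With genes under 200 nt left out, 0 genes passed in limma, 47 were at an unadjusted p under 0.05, and the smallest adjusted p was 1.00. Library quality weights moved the count most, to 2856, but their fit did not converge. It gave EV replicate 2 a weight of 56.0 and the other 5 libraries between 0.0820 and 6.55, so this count rests largely on 1 EV library. Leaving out EV replicate 2 or miR-127 replicate 2 gave 7 genes, with 4 and 3 of the original 4 among them. With 1 library left out, genes at an unadjusted limma p under 0.05 numbered from 22 (without miR-127 replicate 2) to 142 (without EV replicate 1). The groups did not overlap in 420 genes (3.23%), where chance gives 10%. These tests took the libraries as unpaired. Blocking by replicate number gave 392 genes at an unadjusted limma p under 0.05, and 3 passed. The low counts without the block therefore do not show that miR-127 had no effect. With 3 against 3 an exact permutation p cannot go below 0.1.

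The pooled permutation test called 192 genes lower (1.47%) and 292 higher (2.24%) at day 10, with limits at -0.39 and 0.39. Leaving out EV replicate 3 raised these to 616 and 906, and leaving out miR-127 replicate 1 to 374 and 548. Without EV replicate 1 there were 506 lower and 275 higher genes, and without miR-127 replicate 2 there were 158 and 156. Among the genes that the study named as lowered by every miRNA tested, *ZNF239* differed by -0.33, *PIF1* by -0.54, *CDC45* by -0.29, *TMEM114* by -0.42, *HIST1H4H* by -0.65, *MRPS25* by -0.35 and *ESPL1* by -0.33. All 7 were lower on average and none passed (limma adjusted p = 1.00). The groups did not overlap in *ZNF239* and *HIST1H4H* (exact permutation p = 0.1). The pooled permutation test, one-sided and unadjusted, called *PIF1*, *TMEM114* and *HIST1H4H* lower (p = 0.0275, 0.0438 and 0.0198). It did not call *ZNF239*, *CDC45*, *MRPS25* or *ESPL1* (pooled permutation p between 0.0628 and 0.0890). The study counted all 7 as lowered by its own permutation test, which may differ from the pooled one run here. With 1 library left out only *ZNF239* and *HIST1H4H* moved by less than 1.5 times. Without EV replicate 1 *PIF1* was at -0.15, *MRPS25* at -0.046 and *ESPL1* at -0.027. Without EV replicate 3 *TMEM114* was at 0.067, and without miR-127 replicate 3 *CDC45* was at -0.069 and *ESPL1* at 0.02. If replicate numbers pair the libraries, leaving out 1 library breaks a pair. Within each replicate number *ZNF239*, *PIF1*, *HIST1H4H*, *MRPS25* and *ESPL1* were lower in miR-127 than in EV. The narrowest gap was in *MRPS25* replicate 3 (3.10 in EV, 3.02 in miR-127). *CDC45* and *TMEM114* were higher in miR-127 replicate 1 than in EV replicate 1. The left-out values therefore do not show that *PIF1*, *MRPS25* and *ESPL1* rest on 1 library. *NEUROG3* differed by 0.73 ± 1.13 (SE) and *NEUROD1* by 0.46 ± 1.02 (SE), and both turned negative without EV replicate 1, to -0.57 and -0.68.

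At day 10 the S phase list differed by -0.16 with 37 of 43 genes lower and the G2/M phase list by -0.31 with 51 of 54 lower (camera in limma, adjusted p = 7.13e-12 and 1.05e-16). Their exact permutation p was 0.5 each, fry gave an adjusted limma p of 0.773, and an estimated correlation 0.446. The difference was smaller than the SD among libraries of either group in the G2/M phase list, and in the S phase list smaller than the SD among miR-127 libraries (0.27) but not among EV libraries (0.09). The G2/M phase mean was between 3.81 and 4.54 in EV and between 3.36 and 4.39 in miR-127 libraries. Without miR-127 replicate 3 the differences were -0.02 and -0.05 and were not called (camera in limma, adjusted p = 0.122 and 0.107), and without EV replicate 1 the G2/M difference was -0.15 (camera in limma, adjusted p = 0.135). The members with the largest changes were *TYMS* (-0.41), *BRIP1* (-0.33) and *CLSPN* (-0.33), and *TOP2A* (-0.61), *CENPF* (-0.58) and *CDK1* (-0.57). Without miR-127 replicate 3 *TYMS* was at -0.080, *CLSPN* at -0.14, *TOP2A* at -0.16 and *CDK1* at -0.19, and without EV replicate 1 *BRIP1* was at -0.074 and *CENPF* at -0.11.

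The pancreatic progenitor list was higher by 0.28 with 13 of 14 genes higher (camera in limma, adjusted p = 0.00798, fry in limma, adjusted p = 0.773, exact permutation p = 0.6), and lower by -0.09 without EV replicate 1, when it was not called. It was also not called without miR-127 replicate 3, at 0.11. *ONECUT1* differed by 0.54 and *MNX1* by 0.53, or by 0.12 and 0.063 without EV replicate 1, and *ONECUT1* by 0.025 without miR-127 replicate 3. The endocrine hormone and secretion list differed by 0.07 and the endocrine transcription factor list by 0.18 in their means, while camera gave a downward direction for both (limma adjusted p = 0.585 and 0.919, exact permutation p = 0.9 each). EV replicate 1 was the lowest library in both, at 1.80 in the hormone list against 3.66 and 4.27 in EV replicates 2 and 3. Without it the differences were -0.65 and -0.51 and were called (camera in limma, adjusted p = 8.02e-10 and 6.03e-04). *GHRL* differed by 1.08, *SCG2* by 0.52 and *INSM1* by 0.49, and all 3 turned without EV replicate 1 (-0.18, -0.74 and -0.63). *INS* differed by -1.07. The study-named transcription factor list differed by 0.09 (camera in limma, adjusted p = 0.119, exact permutation p = 0.7). It was called without miR-127 replicate 1, at 0.14 (camera in limma, adjusted p = 0.0399). *ZC3H10* differed by 0.25, *ZBTB46* by 0.22 and *THRA* by 0.21, or by 0.093, -0.11 and 0.016 without EV replicate 1. None of these 6 lists was called at day 10 by fry or with an estimated correlation (adjusted limma p of 0.446 or more), and 0 members of these lists passed, adjusted over the list alone or over all genes.

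**Figure D3:**
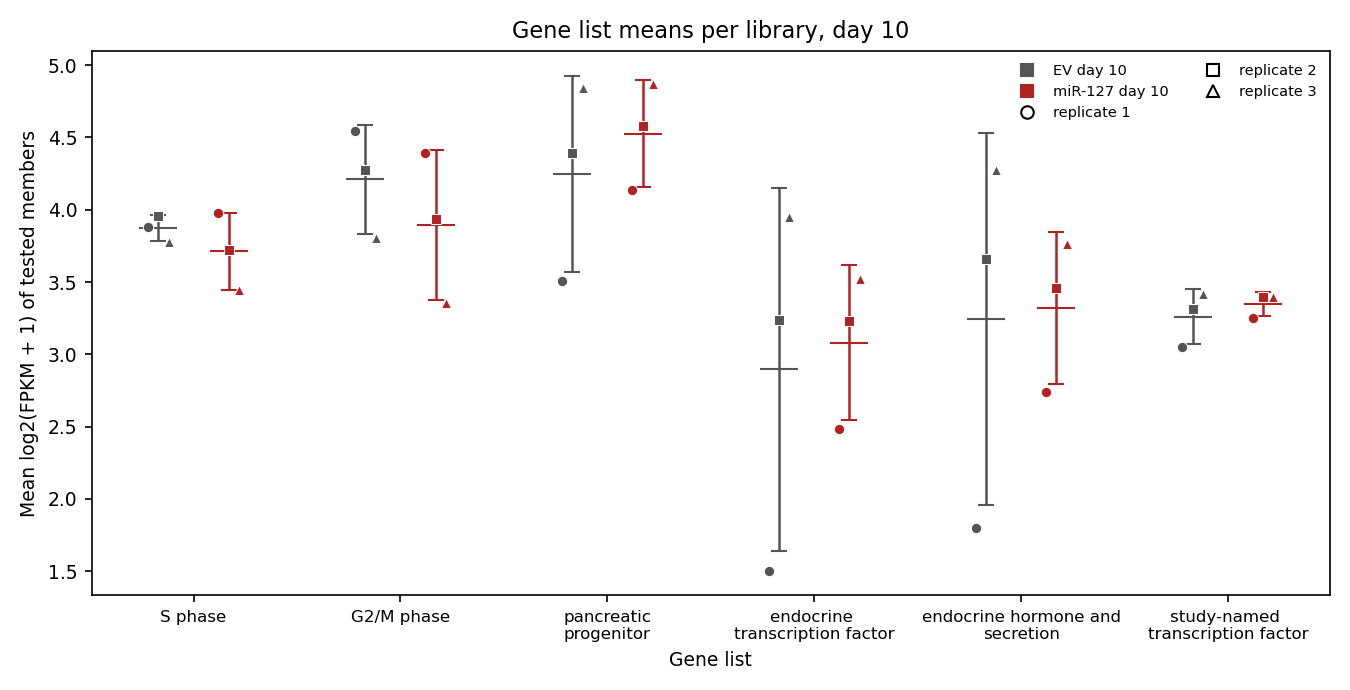
Mean log2(FPKM + 1) of the tested genes of 6 lists in each library at day 10, with points for libraries, horizontal lines for group means and bars for SD (n = 3). The groups overlap in all 6 lists, and EV replicate 1 is the lowest library in both endocrine lists, at 1.80 in the hormone list.

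Genes with an 8-base miR-127 site (36 genes) differed from 10319 genes without a site by 0.01 (0.0058, exact permutation p = 0.8). The commonly cited target *BCL6* differed by -0.17 ± 0.15 (SE, limma adjusted p = 1.00). With 1 library left out *BCL6* lay between -0.28 and -0.11. *RTL1* was below the filter, with a log2 value of 0.31 or less in every library.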

Values the study reported

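The study reported that 13% to 20% of cells carried the mCherry marker of the vectors 2 days after transduction, and 34% to 49% after 6 days. The cells it sequenced were sorted for this marker. In cells harvested 2 days after transduction with the poly-miR construct, libraries that are not among those analysed here, it counted 2463 transcripts as lower by its permutation test at p below 0.05. It listed 223 of these as putative direct targets, or 9.1%, among them 21 transcription factors. The study-named transcription factor list used here holds only 18, those named in the running text of the study. Of the mRNAs lowered by miR-127, 30.3% were also lower in islets than in progenitor cells.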

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

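The tests of the tissue lists split by list, and of library scaling, were chosen after the result was seen. In groups of 4 day 14 libraries, 134 sets of values (list means, named genes and library totals) were searched for a library far from the other 3. In 5 sets the gap to the nearest library, divided by the range of the group, was above Dixon's critical value. Chance alone gives about 6.7, and the 5 values lay in 5 different libraries.

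*ZEB1* was at 1.40 in poly-miR replicate 3, with the next library at 0.74. It was below the filter. The same library held the highest value for 76.9% of the cerebellum and retina genes that had not been seen in the tables of the study, so RNA or reads from other tissues may have raised *ZEB1* too, which was not tested for this gene. *MUC13* was at 2.11 in poly-miR replicate 1, with the next at 1.70. It was higher than every EV library in all 4 poly-miR libraries, and as a member of the intestine list it is treated with that list. *HMGA2* was at 4.94 in poly-miR replicate 2, with the next at 5.33, and *SCG2* at 6.06 in EV replicate 1, with the next at 6.23. For both, no technical or biological explanation was tested.

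The median log2 value was 2.37 in EV replicate 2, with the next EV library at 2.21. A difference in library scaling could give this. Centring each library to a common median raised the share of higher calls in the pooled permutation test from 26.4% to 51.7%, but centring fixes that outcome in part, so scaling and a real excess of lower genes in poly-miR libraries cannot be told apart.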

How the results depend on the processing

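The lane block, fry with a block, the lane block without poly-miR replicate 3 and the removal of genes under 200 nt were tests chosen after the result was seen. Where no reason is given below, the cause was not tested. Depth is unknown at day 14 and was relative at day 10, so its effect on weakly expressed genes was not measured.

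The 194 genes called at day 14 kept their sign under each alternative in which they were tested, but their number did not hold. It was 0 with the lane block (1462 at an unadjusted limma p under 0.05), 0 with the lane block and without poly-miR replicate 3 (1104), 0 in limma without trend (2709), 5 after quantile normalization, 4 after centring, 2318 with library quality weights and between 0 and 3 with 1 library left out. The lane block uses up residual degrees of freedom. Genes lower by the pooled permutation test numbered 1816, and 1180 after centring, 1141 with the lane block, 1094 with the lane block and without poly-miR replicate 3 and 228 at a p under 0.01. The 653 higher genes became 1252 without a filter, 285 with a filter at 5 FPKM, 1179 after quantile normalization, 1261 after centring, 286 with the lane block and without poly-miR replicate 3, and 225 at a p under 0.01, and lay between 389 and 943 with 1 library left out. The difference for genes with a site of a poly-miR miRNA (0.045) lay between 0.011 and 0.079 with 1 library left out, and was 0.023 without a filter and 0.025 after quantile normalization. Filters and a stricter p change the number tested or called by construction.

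Among the day 14 lists, S phase (-0.17) and G2/M phase (-0.19) kept their direction in all alternatives, lay between -0.20 and -0.10 and between -0.23 and -0.12 with 1 library left out (smallest without poly-miR replicate 2), shrank to -0.10 and -0.12 after centring and -0.095 and -0.11 after quantile normalization, and lost their call with quality weights (limma adjusted p = 0.187 each), fry (0.118), an estimated correlation (0.739) and fry with the lane block (0.230). Over all alternatives adjusted p lay between 3.67e-05 and 0.739 for S phase and between 2.44e-06 and 0.739 for G2/M phase. The study-named transcription factor list (-0.15, adjusted p between 0.0032 and 0.739) lost its call with an estimated correlation (0.739) and fry with the lane block (0.124), shrank to -0.085 after centring and -0.092 after quantile normalization, and lay between -0.17 and -0.13 with 1 library left out. The let-7 target list (-0.15, adjusted p between 0.0113 and 0.739) lost its call with a filter at 5 FPKM (-0.15), quality weights, fry, an estimated correlation and fry with the lane block (-0.15 each) and the lane block without poly-miR replicate 3 (-0.16), and lay between -0.18 and -0.089 with 1 library left out. The pancreatic progenitor list (adjusted p between 0.0261 and 0.739) was called without a filter (-0.26, limma adjusted p = 0.0353) and after centring (-0.20, limma adjusted p = 0.0482), and lay between -0.35 and -0.16 with 1 library left out. The endocrine hormone and secretion list turned from upward to downward in its test, with a mean below 0 throughout, without a filter and with quality weights, fry, the lane block and fry with the lane block (-0.10 each) and after centring (-0.038), and lay between -0.15 and -0.041 with 1 library left out. The endocrine transcription factor list lay between -0.24 and -0.11 with 1 library left out, and its test turned without poly-miR replicate 1.

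Of 51 single genes at day 14, 13 were past the threshold. All 13 fell back with the lane block and without any 1 library, 12 after each scaling, 4 without a filter, 3 with a pseudocount of 0.1 and 1 with a pseudocount of 5. *CCND3* turned after quantile normalization (0.031) and centring (0.019). With the lane block and without poly-miR replicate 3, *SYT1* (-0.13), *NEUROD1* (-0.065) and *THRA* (-0.085) turned. With 1 library left out *SYT1* lay between -0.038 and 0.71, *NEUROD1* between -0.029 and 0.23 and *THRA* between -0.020 and 0.49.

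At day 10 the 4 called genes became 0 without genes under 200 nt (47 at an unadjusted limma p under 0.05), since all 4 are shorter. The count was 2856 with quality weights, whose fit did not converge at day 10, and between 4 and 7 with 1 library left out. Without EV replicate 3 or miR-127 replicate 1, 2 or 3, only 3 of the original 4 were among the called genes. Genes lower by the pooled permutation test (192) numbered 124 with a filter at 5 FPKM, 123 without genes under 200 nt, 79 at a p under 0.01 and between 138 and 616 with 1 library left out. Higher genes (292) numbered 58 at a p under 0.01 and between 156 and 906 with 1 library left out. The difference for genes with a miR-127 site turned without a filter (-0.0052), with a filter at 5 FPKM (-0.0011) and with means (-0.016), and lay between -0.036 and 0.038 with 1 library left out.

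Among the day 10 lists, S phase (-0.16, adjusted p between 1.79e-22 and 0.773) and G2/M phase (-0.31, adjusted p between 3.12e-37 and 0.773) lost their call with fry (limma adjusted p = 0.773) and an estimated correlation (0.446), and lay between -0.29 and -0.023 and between -0.56 and -0.046 with 1 library left out. The pancreatic progenitor list (adjusted p between 2.52e-05 and 0.773) lost its call without a filter (0.18), with fry and with an estimated correlation (0.28 each), and lay between -0.091 and 0.58 with 1 library left out. The study-named transcription factor list was called with a filter at 5 FPKM (0.14), after quantile normalization (0.073) and with quality weights (0.090), and lay between -0.016 and 0.17 with 1 library left out. The endocrine hormone and secretion list was called downward with quality weights and turned upward with fry (0.074 each), and lay between -0.65 and 0.59 with 1 library left out. The endocrine transcription factor list turned with a pseudocount of 0.1 (0.32), quantile normalization (0.18), centring (0.16) and fry (0.18), and lay between -0.51 and 0.74 with 1 library left out.

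Of 41 single genes at day 10, 4 were past the threshold, and 1 fell back without a filter, with a pseudocount of 5 and after quantile normalization. With the replicate block, and without EV replicate 3 or miR-127 replicate 1, 2 or 3, 1 also fell back. With quality weights *NEUROD1* (-0.073), *SCG2* (-0.18), *CALB2* (-0.13), *APOB* (0.30) and *SI* (0.023) turned. With 1 library left out, EV replicate 1 above all, these turned: *NEUROG3* (-0.57 to 1.62), *NEUROD1* (-0.68 to 1.31), *GHRL* (-0.18 to 1.87), *SCG2* (-0.74 to 1.36), *INSM1* (-0.63 to 1.28), *ZBTB46* (-0.11 to 0.46), *CCND2* (-0.045 to 0.48), *CDC34* (-0.028 to 0.35), *CALB2* (-0.80 to 1.02), *MBP* (-0.054 to 0.50), *VSNL1* (-0.53 to 0.094), *PMEL* (-0.59 to 0.43), *APOB* (-1.23 to 0.68), *SI* (-0.92 to 0.51), *ESPL1* (-0.62 to 0.022) and *TMEM114* (-0.87 to 0.067).

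Replicate numbers were taken to pair libraries only if every same-numbered pair deviated together, with a correlation above 0.1, which was not met at day 10 and could not be tested at day 14. There, replicates 1 and 2 are the pairs of lanes 4 and 5, and equalising a lane of 2 libraries forces them to deviate in opposite directions. Deviations from the group means, across genes, correlated between libraries of the same number at -0.989, -0.976, -0.293 and -0.0589 at day 14 and at 0.309, 0.0720 and 0.401 at day 10. All 3 values at day 10 are above 0, and the splits of the libraries argue for at least a partial pairing there. Splits that parted all 3 same-numbered pairs gave between 240 and 758 genes by the pooled permutation test, the real one 484. Those that parted only 1 pair gave between 1103 and 2991. The G2/M phase list was lower within each same-numbered pair (4.54 and 4.39, 4.28 and 3.93, 3.81 and 3.36 in EV and miR-127), with an exact permutation p within pairs of 0.25, the smallest 3 pairs allow. The pancreatic progenitor list was higher within each pair (3.51 and 4.13, 4.39 and 4.58, 4.85 and 4.87), with the same exact permutation p within pairs of 0.25. The study-named transcription factor list and both endocrine lists were not of 1 sign over the pairs. The S phase list was lower in 2 of 3 pairs and higher in the first (3.88 and 3.98). If the numbers do pair the libraries, the SD and the libraries left out in turn at day 10 may overstate the spread. With the replicate block, 0 genes passed in limma at day 14 (1071 at an unadjusted p under 0.05) and 3 at day 10 (392 unadjusted, against 64 without the block), and the pooled permutation test gave 1091 lower genes at day 14, and 364 lower and 588 higher at day 10. With the replicate block the day 14 progenitor list was called (-0.26, limma adjusted p = 0.0336) and the hormone list turned (-0.10). At day 10 the endocrine transcription factor list turned with the replicate block and with fry and the replicate block (0.18 each). With fry and the replicate block S phase (-0.16), G2/M phase (-0.31) and progenitor (0.28) lists lost their call.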

Other observations

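Apart from the test of the cell cycle lists against dilution, the joint test of the cerebellum, retina and intestine lists and the counts of called genes in other splits, the tests were chosen after the result was seen. Which list genes the tables of the study held was also recorded after the result was seen.

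Cerebellum, retina and intestine lists were tested together for RNA or reads from other tissues in 1 or a few poly-miR libraries, in which case leaving these out would remove the rise. The mean difference of the 3 lists was 0.50 with all day 14 libraries and 0.21 without poly-miR replicate 3. The joint explanation was excluded, because the intestine list stayed higher in every remaining poly-miR library. The lists were then taken apart, after this was seen.

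The cerebellum list differed by 0.57 over 17 tested genes (camera in limma, adjusted p = 3.68e-05, fry in limma, adjusted p = 0.385, exact permutation p = 0.229) and the retina list by 0.79 over 13 (camera in limma, adjusted p = 1.69e-05, fry in limma, adjusted p = 0.385, exact permutation p = 0.2). Over all genes of the table, poly-miR replicate 3 was at 3.51 for the cerebellum list, against 1.40 to 2.01 in the other 7 libraries, and at 2.46 for the retina list, against 0.25 to 0.86. Without it the differences were 0.14 and 0.15 (exact permutation p = 0.543 each). The lanes had been equalised with it included, so these values may be biased. Within lanes, the retina list was at 0.81 in EV and 0.78 in poly-miR in lane 4, and at 0.77 and 0.86 in lane 5. In lane 3 it was at 0.25 and 0.27 in EV and 0.38 in poly-miR replicate 4. Of 26 genes that had not been seen in the tables of the study, 20 (76.9%) were highest in poly-miR replicate 3, against 23.2% of all genes. Its levels were 7.14 for *PMEL*, 6.06 for *SNAP25* and 5.25 for *TYRP1*, where the highest other library was at 4.08, 3.64 and 1.14. *CALB2*, also abundant, was lower than in the other libraries, at 6.16. EV cells had 12 of 25 cerebellum and 5 of 29 retina genes above 1 FPKM, and 14 of each list had been seen in the tables of the study. RNA or reads from neural or pigmented cells in this library are a candidate explanation. Whether such cells arose in the culture or the RNA came from elsewhere was not tested.

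The retina list was also higher in the libraries of lanes 4 and 5 (0.77 to 0.86) than in the other 3 libraries of lane 3 (0.25 to 0.38). Batch correction that equalised the lanes could do this, since a high value in 1 library then lowers the others of its lane. The mean over lane 3, with poly-miR replicate 3, was 0.84, against 0.80 and 0.82 in lanes 4 and 5, but equal lane means fix this outcome, so it does not decide and the cause stays open.

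The intestine list was higher in 4 of 4 poly-miR libraries, by 0.35 over 11 tested genes (camera in limma, adjusted p = 4.18e-08, fry in limma, adjusted p = 0.00722, estimated correlation in limma, adjusted p = 0.0407, exact permutation p = 0.0286, within lanes 0.0833). In limma 3 genes passed over all genes and 6 over the list alone. Over the 22 genes of the table the difference was 0.34 both with all libraries and without poly-miR replicate 3, which excludes RNA from other tissues in that library. The choice of genes from the tables of the study could account for part of it. The 9 genes seen there differed by 0.70 and the 13 others by 0.089. Against selection as the whole cause, the 13 others were also higher in every poly-miR library than in any EV library (exact permutation p = 0.0286, the smallest the design allows, within lanes 0.0833), though only just, with the lowest poly-miR and highest EV library both at 2.69. This leaves the part due to selection open. Of the most abundant genes, *APOA1* was at 9.84 in EV, *VIL1* at 6.83 and *APOC3* at 6.90, and none was higher without poly-miR replicate 3. *ANPEP*, likewise not seen in those tables, was at 5.03 in EV and 5.48 in poly-miR libraries without replicate 3, and *FABP1*, seen there, rose by 0.84. EV cells had 10 of the 22 above 1 FPKM. An effect of the miRNAs on these genes stays open and was not tested. The erythroid list differed by -0.51 over 4 tested genes (camera in limma, adjusted p = 0.0583, fry in limma, adjusted p = 0.0481, exact permutation p = 0.114), with *HBG2*, *HBG1* and *HBE1* lower by estimates that are uncertain since these paralogs share sequence. At day 10 the cerebellum list differed by 0.03, the retina list by 0.13 and the intestine list by -0.03 (camera in limma, adjusted p between 0.207 and 0.758), and too few erythroid genes passed the filter for a test. The SD among EV libraries, at 0.57, 0.36 and 0.75, was larger than each difference. EV replicate 1 was the lowest EV library of the cerebellum list (2.08) and the highest of the retina and intestine lists (3.05 and 5.00). EV replicate 3 was at the other end of the EV libraries in each, at 3.17, 2.35 and 3.52.

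Dilution by RNA from other tissues in poly-miR replicate 3 was excluded as the reason for the lower cell cycle lists. The mean difference of both lists was -0.18 with all day 14 libraries and -0.19 without poly-miR replicate 3. Dilution in the other poly-miR libraries was not tested and stays open.

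The genes past the threshold at day 14 were lost under the lane block. Over all tested genes, the residual SD was a median of 1.22 times as large with the block, the value that equal lane means give by arithmetic (1.22). This ratio therefore does not show whether batch correction that equalised the lanes is why the calls were lost, and the question stays open. Such a correction leaves fewer residual degrees of freedom (4) than a fit without the block assumes (6), so p values without the block are likely too small. In simulated data without change, centred lanes gave 11.6% of genes at an unadjusted limma p under 0.05 without the block. Only 4 simulated genes were at an adjusted limma p under 0.05, against the 194 called. The simulated genes varied independently, while real genes vary together (estimated correlation 0.551 in the S phase list). This simulated count therefore cannot show that 194 exceeds chance. All 194 were at an unadjusted limma p under 0.05 with the block.

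The 4 genes called at day 10 were small RNA genes at 0 in every miR-127 library. Genes under 200 nt were at 0 in 1 library and above 10 FPKM in another of the same group in 64.8% of cases, against 0.00887% of longer genes, and all 5 genes called in the other splits were under 200 nt. Unstable FPKM of short genes may account for these calls. At day 14 the residual SD of genes under 200 nt was 1.34, against 0.131 for longer ones. Only 4 of the 194 called genes were that short, all lower, and whether their falls come from this spread cannot be told apart from a change.

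Other splits of the libraries tested whether chance can be excluded. At day 14, 1 of 35 splits, the real one, gave as many genes at an adjusted limma p under 0.05 (largest other count 2). Since the lanes had been equalised, the comparable splits are the 12 that part each lane evenly. The real one was 1 of these 12, too few for a share under 0.05, so chance was excluded only against all 35. At an unadjusted limma p under 0.05, 2 of 35 splits gave as many genes, the other with 2792 against 2757. For the pooled permutation test 3 of 35 splits gave as many genes, and 1 that parted the lanes evenly gave 2912, so chance was not excluded. Nor was it for the lists, where camera gave as small a p in 9 splits for S phase, 8 for G2/M phase, 35 for endocrine hormone and secretion, 33 for endocrine transcription factor, 19 for pancreatic progenitor, 3 for study-named transcription factor and 11 for let-7 target. Among the 12 splits that parted the lanes evenly these counts were 5, 2, 12, 11, 7, 1 and 6, so only the study-named transcription factor list had no other split as extreme, and 12 splits are too few to exclude chance. At day 10 there are 10 splits, so the share cannot go below 0.1 and chance cannot be excluded. As large a result came in 1 split for called genes, 9 for the pooled permutation test, 3 for S phase, 3 for G2/M phase, 10 for endocrine hormone and secretion, 10 for endocrine transcription factor, 5 for pancreatic progenitor and 3 for study-named transcription factor.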
